# Osteocytes as main responders to low-intensity pulsed ultrasound treatment during fracture healing

**DOI:** 10.1038/s41598-021-89672-9

**Published:** 2021-05-13

**Authors:** Tatsuya Shimizu, Naomasa Fujita, Kiyomi Tsuji-Tamura, Yoshimasa Kitagawa, Toshiaki Fujisawa, Masato Tamura, Mari Sato

**Keywords:** Experimental models of disease, Mechanisms of disease

## Abstract

Ultrasound stimulation is a type of mechanical stress, and low-intensity pulsed ultrasound (LIPUS) devices have been used clinically to promote fracture healing. However, it remains unclear which skeletal cells, in particular osteocytes or osteoblasts, primarily respond to LIPUS stimulation and how they contribute to fracture healing. To examine this, we utilized medaka, whose bone lacks osteocytes, and zebrafish, whose bone has osteocytes, as in vivo models. Fracture healing was accelerated by ultrasound stimulation in zebrafish, but not in medaka. To examine the molecular events induced by LIPUS stimulation in osteocytes, we performed RNA sequencing of a murine osteocytic cell line exposed to LIPUS. 179 genes reacted to LIPUS stimulation, and functional cluster analysis identified among them several molecular signatures related to immunity, secretion, and transcription. Notably, most of the isolated transcription-related genes were also modulated by LIPUS in vivo in zebrafish. However, expression levels of early growth response protein 1 and 2 *(Egr1*, *2)*, *JunB*, forkhead box Q1 *(FoxQ1)*, and nuclear factor of activated T cells c1 *(NFATc1)* were not altered by LIPUS in medaka, suggesting that these genes are key transcriptional regulators of LIPUS-dependent fracture healing via osteocytes. We therefore show that bone-embedded osteocytes are necessary for LIPUS-induced promotion of fracture healing via transcriptional control of target genes, which presumably activates neighboring cells involved in fracture healing processes.

## Introduction

Fracture healing is a complex, well-orchestrated, regenerative process involving various tissues and cell types. The repair process is divided into four main stages: inflammation, soft callus formation, hard callus formation, and remodeling^1, 2^. The injury initiates an inflammatory response with white blood cells accompanied by the secretion of inflammatory cytokines. This response induces coagulation of the hematoma around the fracture site and is a template for callus formation. A cartilaginous callus is formed by a collagen matrix produced by specific mesenchymal stem cells derived from the surrounding soft tissues and bone marrow. Within the callus, endochondral formation and endochondral ossification occur. The primary soft callus is resorbed by osteoclasts and replaced with a hard callus by osteoblasts. The hard callus is subsequently resorbed by osteoclasts for remodeling into the bone’s original cortical structure, characterized by coupled cycles of osteoblast and osteoclast activity. During this period, marrow space is re-established, vascular remodeling takes place, and, finally, new bone is generated. Thus, fracture healing requires the appropriate interaction of various tissues and cell types at each step^3^.

Mechanical stimulation by treatment with low-intensity pulsed ultrasound (LIPUS) is an established therapy for bone fracture treatment, and the US Food and Drug Administration approved EXOGEN (a LIPUS system) in the 1990s for the accelerated healing of certain fresh fractures^4^. Because mechanical loading, generally supplied by gravity and exercise, is effective at inducing bone remodeling and maintaining bone mass due to the regulating biological functions of bone cells^5, 6^, it seems reasonable to assume that LIPUS stimulation promotes fracture healing through control of bone cells. Both bone-forming osteoblasts and mechanosensitive osteocytes are capable of responding to LIPUS, and the synergistic action of these cells is likely important for the efficacy of LIPUS treatment^7^. It has been reported that osteoblasts are sensitive to LIPUS and contribute to fracture healing through bone formation and inflammatory regulation^8^. On the other hand, although they are less well studied than osteoblasts, osteocytes are also known to respond to LIPUS and have an important role in the biological function of fracture healing^9, 10^.

Osteocytes comprise over 90% of all bone cells that reside in the bone matrix, and they form the lacunar-canalicular network found throughout bone tissue^11^. Osteocytes sense mechanical stimuli through their unique morphologies, generate biological signals that affect osteoblasts and osteoclasts via osteocytic projections that reach the bone surface, and organize bone formation and resorption^12^. LIPUS stimulation (providing an acoustic radiation force) of bone expands surface waves and induces fluid flow in the osteocyte lacunar–canalicular network. Li et al. reported that LIPUS-stimulated murine long bone osteocyte Y4 (MLO-Y4) cells secreted prostaglandin E2 (PGE2) and NO into culture media, and the differentiation of osteoblastic cells cultured in this media were changed significantly^9^. Another method to apply mechanical stress, fluid-flow-induced shear stress, increases PGE2 release and cyclooxygenase 2 (*Cox2*) mRNA expression in osteocytic MLO-Y4 cells, and PGE2 is involved in the upregulation of connexin 43-based gap junctions in MLO-Y4 cells^13^. Furthermore, fluid-flow-induced shear stress enhances the mRNA and protein expression of anabolic and metabolic factors such as Insulin-like growth factor 1 (IGF1), mechano growth factor (MGF), vascular endothelial growth factor (VEGF), and hepatocyte growth factor (HGF) in MLO-Y4 cells^14^. Considering osteocyte-specific mechanosensing role, osteocytes rather than osteoblasts would be important to LIPUS effect. However, it has not been confirmed whether osteocytes are necessary and valuable for LIPUS-mediated fracture healing with an in vivo study.

It is difficult to conduct long-term targeted ablation of osteocytes in mammalian models due to the origin of osteocytes. Since osteocytes are differentiated osteoblasts, if they are removed from bone tissue, the remaining osteoblasts will become new embedded osteocytes within a few months. In this study, to address this issue, we used two common laboratory fish species: medaka (*Oryzias latipes*) and zebrafish (*Danio rerio*). Fish bone has the same components as mammalian bone: minerals, water, collagen, cells, and proteins^15^. As in mammals, bone-modelling processes are carried out by osteoblasts and osteoclasts in all teleost fishes^16^. However, most advanced fishes called neoteleosts including medaka, completely lack bone-embedded osteocytes^17^. Medaka and zebrafish have previously been used as fracture healing models, and bone fractures in the caudal bony fin rays of both species are repaired via the four healing processes of inflammation, soft callus formation, hard callus formation, and remodeling^18, 19^. These reports suggest that osteoblasts, and not osteocytes, are essential for the autonomous osteogenic functions induced by mechanical loading and fracture healing. However, we mammalian have osteocytic bone probably because of its functional evolutionary advantage, since osteocytes support and control osteogenesis by balancing the functions of osteoblasts and osteoclasts^20^. Furthermore, osteocytes are involved in the physiological function not only of osteogenesis, but also of lymphogenesis participating in immunity^21^.

In this report, we show that osteocyte-embedded zebrafish bone is more receptive to the beneficial effects of LIPUS during fracture healing. In addition, global gene expression analysis suggests that LIPUS-stimulated osteocytes may indirectly modify the function of osteogenic and inflammatory cells to accelerate fracture healing via the target genes of transcription factors regulated by LIPUS.

## Results

### LIPUS promotes fracture healing in zebrafish but not in medaka

To examine whether osteocytes are necessary for LIPUS to affect fracture healing, we compared fracture healing rates in medaka and zebrafish. Medaka have acellular bone lacking osteocytes, whereas zebrafish have osteocyte-containing bone, but apart from this both types of bone are extremely similar in structure, mechanical properties, and mineral density^15^. The fin rays contain segmented dermal bones and we fractured some of these bones using a scalpel in three places in each fish (Fig. 1a).

**Figure 1:**
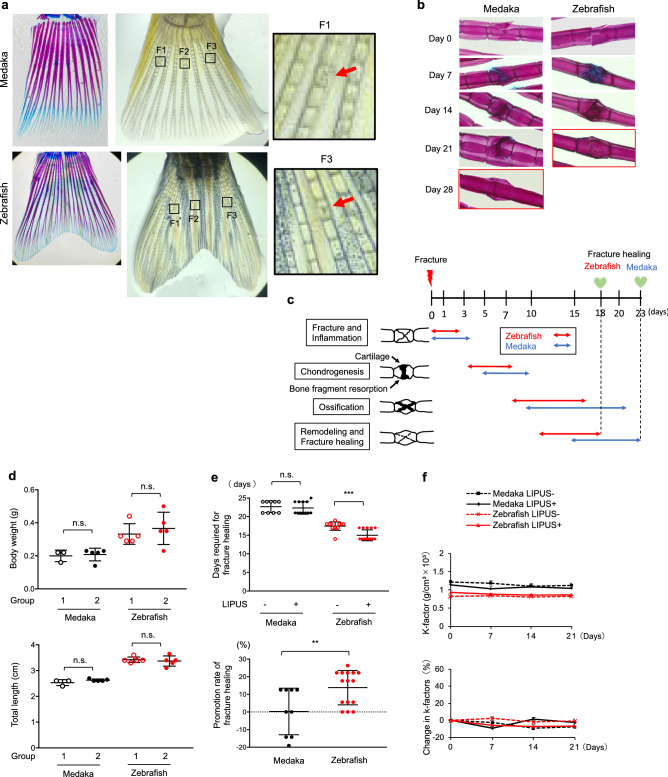
The effect of LIPUS treatment on fracture healing in medaka and zebrafish (**a**) Left: Tail bones of medaka and zebrafish stained by Alcian blue and Alizarin red. Middle: In tail bones of zebrafish and medaka, three fractures (F1, F2 and F3) per fish were induced with a scalpel under a microscope. Right: High magnification images of the boxed regions (medaka F1, zebrafish F3) in middle panels. Original magnification 2× (left and middle panel), 10× (right panel). (**b**) Stained images of the fracture healing process in medaka and zebrafish without LIPUS stimulation. The fracture site was stained with Alcian blue and Alizarin red. Original magnification: 10×. (**c**) Schematic representation of sequence of fracture healing processes in medaka and zebrafish. Inflammation stage, soft callus formation stage (chondrogenesis), hard callus formation stage (ossification), and remodeling stage are indicated by arrows (Red arrows: zebrafish, Blue arrows: Medaka). (**d**) The body weight (upper panel) and total length (lower panel) of experimental group of medaka and zebrafish before the LIPUS application (n = 3–5). (**e**) Upper: Days required for complete fracture healing in LIPUS-treated and untreated medaka and zebrafish. Lower: Promotion rate of fracture healing induced by LIPUS stimulation in medaka and zebrafish (n = 3–5 fishes × 3 fractures, representative data). The time point that the fracture was completely healed was measured in a blinded manner. This experiment was repeated three times with similar results. (**f**) Upper: The body weight and length of the fish were measured every week, and the condition factor (K-factor; g/cm^2^ × 10^3^) was calculated at the indicated points. Lower: Percent change in condition factor (n = 3–5). Data are presented as mean ± SEM. *p* Values ​​were determined using Student’s *t*-test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.The photographs in (**a**) and (**b**) were taken by T. S.

Alizarin red and Alcian blue staining was performed to observe the fracture healing processes in both species (Fig. 1b). After the fracture, blood clot forms hematoma which induce inflammatory response and be a template for callus formation. About 1 week, the fractured region formed an Alcian blue-positive callus and was bridged. About 2 weeks, the callus was gradually replaced by an Alizarin red-positive hard callus. About 3 weeks, the Alizarin red-positive calluses were then remodeled into a smooth surface. Since the surface was still not back to normal after a few months, at this point we considered the bone fracture have completely healed. The time frame of each phase of fracture healing, inflammation, chondrogenesis, ossification and remodeling, in medaka and zebrafish are depicted in Fig. 1c. The medaka bone took approximately seven days longer to heal completely than the zebrafish bone (Fig. 1b,c). There was no difference in the process and the period of fracture healing between male and female in both species.

Next, we examined the effect of LIPUS on accelerating bone fracture healing in anosteocytic and osteocytic bone with medaka and zebrafish. In fish fin rays, bone segments in the distal fin were Alcian blue positive unmineralized cartilage (Fig. 1a) because fish fins grow by sequentially adding new segments of bone to the distal end of fin ray^22^. We selected Alizarin red positive mineralized bone located in proximal part of fin ray to induce bone fracture and three fractures per fish were induced (Fig. 1a). Before the LIPUS treatment, medaka and zebrafish were divided into two groups of each and we confirmed that there was no difference in the total length and body weight between two groups (Fig. 1d). Then, the fish divided into two groups were stimulated or unstimulated with LIPUS for 20 min at 30 mW/cm^2^ once a day until the fracture was completely healed. Three fractures per fish scored separately because there are about 1–3 days differences in healing time within a fish. The LIPUS treatment accelerated fracture healing in the zebrafish but not in the medaka (Fig. 1e). The condition factor (K-factor: weight [g]/(length [cm]^3^) × 1000) that is used as an indicator of the physiological state of fish dependent on adequate management (feeding density and climate) was not affected by the LIPUS treatment in either species (Fig. 1f). The LIPUS treatment provided an advantage during fracture healing, probably through direct effects on the skeletal tissue rather than causing systemic changes in physiological condition. Because the effect of LIPUS on fracture healing is apparent in zebrafish bone, which contains osteocytes, but not in medaka bone, which does not, osteocytes appear to be important for LIPUS-mediated fracture healing.

### Global transcriptome analysis in LIPUS-stimulated osteocytes

Osteocytes therefore responded to LIPUS stimulation and contributed to the accelerated fracture healing. 

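MLO-Y4 is a murine cell line with features of osteocytes, and LIPUS is pulsed ultrasound delivered at low intensity. RNA from 3 LIPUS-treated and 3 control cultures was sequenced. The stimulation lasted 20 min at 30 mW/cm2 and 1.5 MHz, so that about 50 min passed from its start to the extraction of RNA. According to the methods, stranded mRNA libraries were read as paired-end 100-base reads. The authors trimmed the reads with Trimmomatic 0.36, aligned them to the GRCm38 genome with TopHat 2.1.0 and bowtie 2.2.6.0, and computed FPKM with Cufflinks 2.2.1 and Ensembl transcripts. The authors' deposited table has the layout of Cuffdiff, the comparison program of Cufflinks, and lists 53797 genes with a single FPKM per group, a log2 fold change, a test statistic, a p-value and a q-value. It holds no value for any single library, so no SD between replicates is given for any gene, and the only replicate error is the error inside the authors' own test. The depth that the methods state for each sample cannot be checked against such values. The deposited fold changes are Control over LIPUS and were turned to LIPUS over Control here, so that positive values are higher with LIPUS. The q-values were computed again from the deposited p-values by the Benjamini-Hochberg method over every gene that Cuffdiff tested, and differed from the deposited ones by at most 5.22e-07. A gene without a test received no q-value. To describe whether a list of genes stood apart, the median of its log2 fold changes was placed among the medians of 10000 random lists of the same size, matched on mean FPKM in 20 bins. Such a range describes these libraries and is not a test across replicates. Positions and lengths of genes were taken from GENCODE M21, an annotation of the same genome build.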

In order to understand the molecular events in osteocytes triggered by LIPUS, we performed RNA sequencing (RNA-seq) analysis of MLO-Y4 oateocyte-like cells exposed to LIPUS and of controls. Cells were stimulated for 20 min with LIPUS and subsequently placed in a CO_2_ incubator for 30 min and RNA was then extracted. The experiment was repeated independently three times and the transcriptomes were determined by using three independent RNA samples. Principal component analysis (PCA) was performed to investigate the variability between the biological triplicates of LIPUS treated and non-treated samples (Fig. 2a). The first component (PC1) that separates two of control samples from LIPUS-treated group represents more than 75% of the variability. However, one of the control biological replicates differ from the other two samples. Since LIPUS treated and non-treated (control) cells were generated in one cell culture plate, leakage of LIPUS stimulation into control cells may lead to the variation among control group. 

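The authors' deposited table listed 37321 of its 53797 genes at an FPKM of 0 in both groups. Cuffdiff tested 8145 of the remaining genes, or 49.4%, and the other 8331 received no test. The tested genes all reached an FPKM of 6.70 or more in at least 1 group, while the higher FPKM of the untested genes had a median of 0.841. Only 43 untested genes lay above 6.70. The recomputed q-value was under 0.05 for 2.20% of the tested genes, and these were the same 179 genes that the authors call. The threshold was set by a small number of distinct p-values, since 105 genes shared the smallest p-value of the authors' deposited table, 5e-05, and with it the q-value of 0.00388. At an unadjusted p under 0.05 there were 759 genes, against the 407 that chance alone gives among as many tests. The choice of adjustment moved the count most. With the Bonferroni method in place of Benjamini-Hochberg, 0 genes passed, because the smallest p-value multiplied by the number of tests is 0.407. No gene could have passed it, however large its change, so this count does not measure the strength of the calls. The smallest absolute log2 fold change among the genes past the threshold was 0.48. Over all tested genes, the log2 fold changes had a median of 0.00433 and lay between -0.75 and 0.77 once the 2.5% at either end were left out.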

Of 16,476 genes identified, 179 were significantly affected by LIPUS stimulation (Fig. 2b). Of these 179 genes, 93 were upregulated and 86 were downregulated by LIPUS stimulation (Fig. 2b). 

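The split did not differ from an even one by a two-sided exact binomial test (p = 0.654). The median log2 fold change was 0.83 among the upregulated genes and -0.79 among the downregulated genes, and 48 of all these genes changed by at least 1 on the log2 scale. In the authors' deposited table, the largest rises belonged to Saa3 (23.9 to 77.1 FPKM, log2 fold change 1.69), Myl9 (28.8 to 91.9 FPKM, 1.67), Olfr810 (4.50 to 13.9 FPKM, 1.63), Egr4 (2.70 to 7.99 FPKM, 1.56) and Dcn (189 to 540 FPKM, 1.52). The largest falls in the authors' deposited table belonged to Phactr1 (9.48 to 2.36 FPKM, -2.01), Ifit3b (16.4 to 4.72 FPKM, -1.79), Foxq1 (8.92 to 2.58 FPKM, -1.79), Ifit3 (87.8 to 29.8 FPKM, -1.56) and Snai2 (18.6 to 6.42 FPKM, -1.54). Saa3 lies on chromosome 7 of GRCm38 from 46711998 to 46715700, Myl9 on chromosome 2 from 156775420 to 156781658, and Phactr1 on chromosome 13 from 42680623 to 43138526. The p-values and test statistics of the authors' deposited table do not rank the genes alike. Phactr1 had a p-value of 0.0005 with a test statistic of -0.57 in the authors' deposited table, and 21 genes past the threshold had a test statistic too small for an unadjusted p of 0.05 under a normal distribution.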

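The paper's heat map of bone-related genes shows 66 genes, of which Cuffdiff tested 41. The other 25 were above 0 in at least 1 group but received no test, among them Bglap, Tnfsf11, Bmp4, Sp7 and Igf1, and whether they changed cannot be read from the p-values. The recomputed q-value was under 0.05 for 2 genes, over all tested genes and over the tested genes of the list alone. Sox9 rose in the authors' deposited table from 43.7 to 66.8 FPKM (log2 fold change 0.61) and Alpl fell from 293 to 190 FPKM (-0.63). The recomputed q-values were 0.00388 for Sox9 and 0.0124 for Alpl. At an unadjusted p under 0.05 the list had 4 genes, adding Ctsk (p = 0.0270 in the authors' deposited table) and Bmp1 (p = 0.0470 in the authors' deposited table). Runx2 had the most negative log2 fold change of the tested genes, -0.72, with p = 0.0611 in the authors' deposited table. The most abundant gene of the list, Spp1, had an FPKM of 4514 in control cells and 4158 in LIPUS-treated cells in the authors' deposited table. The median absolute log2 fold change of the 41 tested genes was 0.17, at percentile 75.3 of the matched random lists, whose medians ranged from 0.10 to 0.22. The alternative that moved this median most was the log2 ratio with a pseudocount of 0.1 over all 66 genes, which gave 0.24 at percentile 60.3 of its own random lists.

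**Figure D1:**
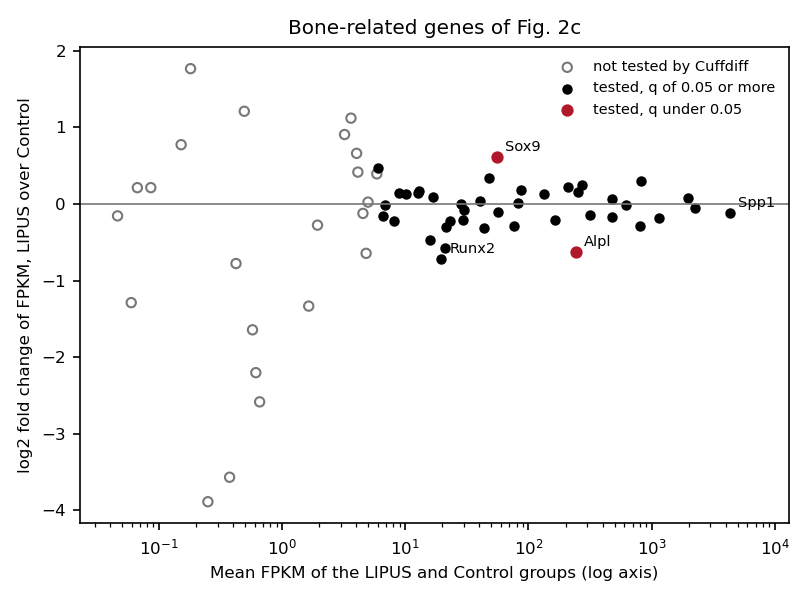
Log2 fold change of FPKM (LIPUS over Control) against the mean FPKM of both groups, on a log axis, for the bone-related genes of Fig. 2c, from the authors' deposited table. Filled points are the 41 genes that Cuffdiff tested, with the 2 genes at a q-value under 0.05 in red, and open circles are 23 genes without a test. Bglap and Phex are not drawn because they are listed at 0 in control cells. The tested genes lie between -0.72 and 0.61, and the widest fold changes belong to genes without a test.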

Since the expression levels of most of the bone-related genes did not change (Fig. 2c), LIPUS-stimulated osteocytes may participate in fracture healing not through their osteogenic function.

**Figure 2:**
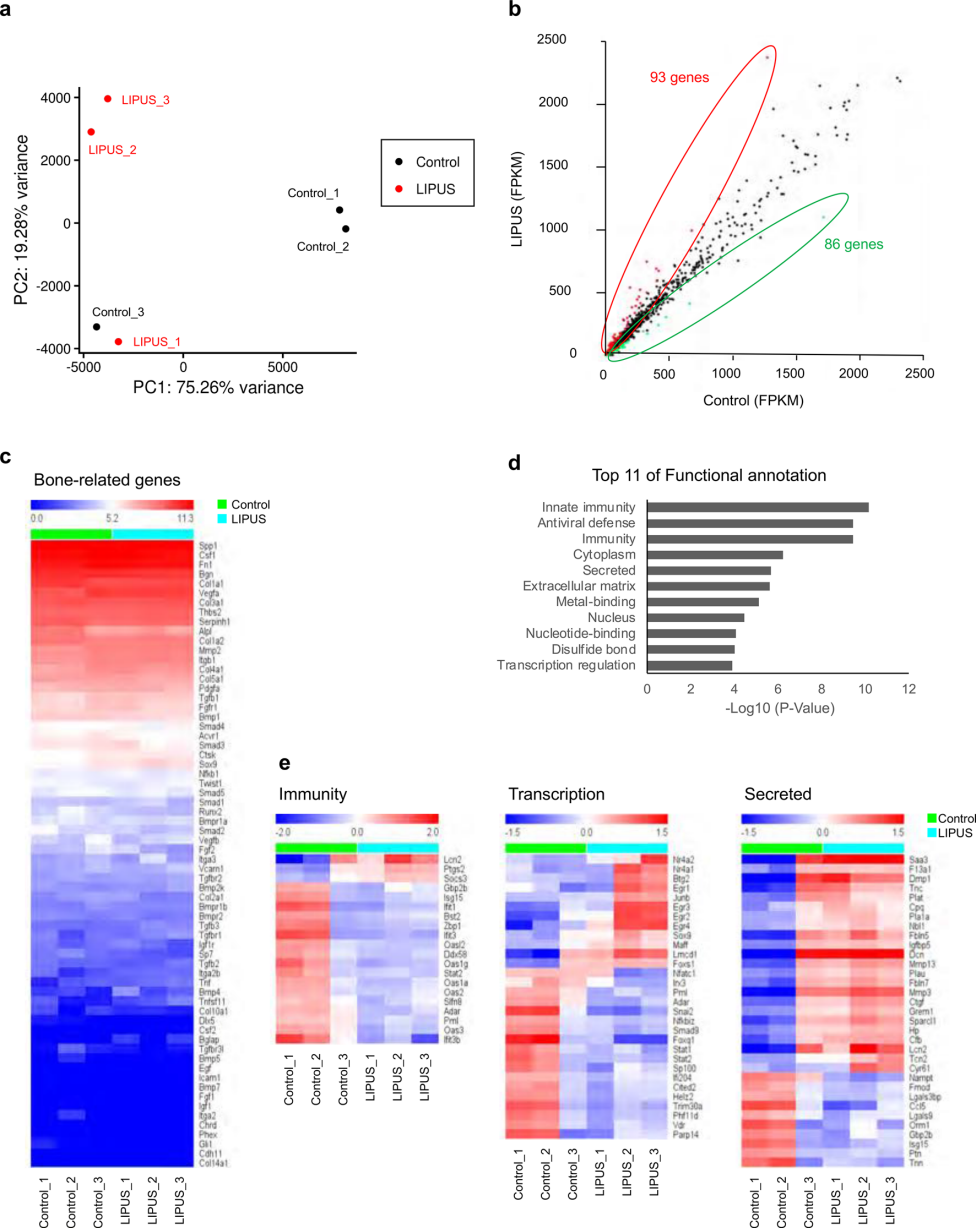
RNA-seq analysis of LIPUS-stimulated MLO-Y4 cells. (**a**) Principal Component Analysis (PCA) plot showing the variability between the biological replicates of control and LIPUS-treated MLO-Y4 cells. (**b**) Comparison of gene expression levels by scatter plot. In total, 179 genes were identified as significantly affected, of which 93 were upregulated (red outline) and 86 were downregulated (green outline) by LIPUS. (**c**) Heat map showing the change in expression of bone-related genes in LIPUS-treated and untreated MLO-Y4 cells. (**d**) Using the 179 affected genes, affected annotated term categories were identified. Log_10_ (*p* value) > 1.3 (*p* value < 0.05) was considered significantly different. (**e**) Heat map showing the change in expression of genes involved in immunity (left), transcription (center), and secretion (right) in LIPUS-treated and untreated MLO-Y4 cells (n = 3 biological independent samples per group). (**a**) was created by N. F. using PCAGO (https://pcago.bioinf.uni-jena.de). (**b**), (**c**) and (**e**) were created by N. F. using R programming language (v3.6.3; http://www.r-project.org). (**d**) was created by N. F. using DAVID (v6.8; https://david.ncifcrf.gov).

To clarify the biological meaning of these 179 genes, functional annotation analysis was performed using the functional annotation tool DAVID and Uniprot keywords were selected as the database. Top-ranked major annotated term categories included Immunity, Antiviral defense, Cytoplasm, Secreted, Extracellular matrix, and Transcription (Fig. 2d). Further, these genes were clustered into nine groups, and enrichment scores greater than 1.3 (which corresponded to the negative log of *q*-values < 0.05) were considered significant, resulting in seven clusters that were significantly enriched (Table 1). Similarly to the annotation categories, Immunity, Transcription, and Secreted (bolded in Table 1) genes were in the top four result clusters. It seems reasonable that LIPUS modulates these functions in osteocytes, because in fracture healing an inflammatory immune response is necessary and osteocyte-derived secreted factors are likely to play a role in the recruitment of mesenchymal stem cells (MSCs) and blood cells to form a callus and induce vascularization.

**Table 1:** List of enriched annotation clusters of the 179 LIPUS-responsive genes.

Annotation Cluster	Name	Gene Count	P_Value	Gene name included in									
Cluster A Enrichment Score 7.44	Innate immunity	17	7.10E−11	**Immunity**									
	Antiviral defense	12	3.50E−10	*Oas1a*	*Oas2*	*Oas3*	*Oasl2*	*Ddx58*	*Zbp1*	Adar* (NM_001146296.1)	Bst2* (NM_198095.3)	C1rb* (NM_001113356.1)	C1s2* (NM_173864.2)
	**Immunity**	**20**	3.60E−10	Cfb* (NM_008198.2)	*Gbp2b*	Hp* (NM_017370.2)	*Irgm1*	*Iigp1*	*Ifit1*	*Ifit3*	*Lgals9*	*Lcn2*	*Pml*
	RNA-binding	8	1.90E−01										
Cluster B Enrichment Score 3.88	Nucleus	59	3.40E−05	**Transcription**									
	Transcription regulation	30	1.30E−04	Btg2* (NM_007570.2)	Cited2* (NM_010828.3)	Irx3* (NM_008393.3)	Lmcd1* (NM_144799.2)	*Phf11d*	Smad9* (NM_019483.5)	Sox9* (NM_011448.4)	Adar* (NM_001146296.1)	Egr1* (NM_007913.5)	Egr2* (NM_010118.3)
	**Transcription**	**30**	2.30E−04	Egr3* (NM_018781.4)	*Egr4*	Foxq1* (NM_008239.4)	*Foxs1*	Helz2* (NM_183162.2)	*Ifi204*	Junb* (NM_008416.3)	*Sp100*	Nfatc1* (NM_001164111.1)	Nfkbiz* (NM_001159394.1)
	DNA-binding	27	2.80E−04	Nr4a1* (NM_010444.2)	*Nr4a2*	*Parp14*	*Pml*	*Stat1*	*Stat2*	Snai2* (NM_011415.3)	*Trim30a*	*Maff*	*Vdr*
Cluster C Enrichment Score 3.3	Metal-binding	50	7.70E−06										
	Zinc	30	1.60E−03										
	Zinc-finger	22	1.00E−02										
Cluster D Enrichment Score 3.21	**Secreted**	**33**	2.00E−06	**Secreted**									
	Disulfide bond	44	1.00E−04	Isg15* (NM_015783.3)	Sparcl1* (NM_010097.4)	*Cpg*	Ccl5* (NM_013653.3)	F13a1* (NM_028784.3)	Cfb* (NM_008198.2)	Ctgf/Ccn2* (NM_010217.2)	Cyr61/Ccn1* (NM_010516.2)	Dcn* (NM_001190451.2)	*Dmp1*
	Signal	49	1.20E−02	*Fmod*	Fbln5* (NM_011812.4)	Fbln7* (NM_024237.4)	Grem1* (NM_011824.4)	*Gbp2b*	Hp* (NM_017370.2)	*Igfbp5*	*Lgals9*	*Lgals3bp*	*Lcn2*
	Glycoprotein	39	5.80E−02	Mmp13* (NM_008607.2)	*Mmp3*	*Nbl1*	*Nampt*	*Orm1*	Pla1a* (NM_134102.4)	*Plat*	*Plau*	*Ptn*	Saa3* (NM_011315.3)
				Tnc* (NM_001369211.1)	*Tnn*	*Tcn2*							
Cluster E Enrichment Score 1.48	ATP-binding	19	1.90E−02										
	Magnesium	10	2.10E−02										
	Transferase	19	9.20E−02										
Cluster F Enrichment Score 1.32	Lipid biosynthesis	6	8.30E−03										
	Cholesterol biosynthesis	3	1.00E−02										
	Sterol biosynthesis	3	1.70E−02										
	Steroid biosynthesis	3	3.50E−02										
	Fatty acid biosynthesis	3	6.60E−02										
	Cholesterol metabolism	3	6.80E−02										
	Sterol metabolism	3	8.40E−02										
	Lipid metabolism	7	1.10E−01										
	Steroid metabolism	3	1.10E−01										
	Fatty acid metabolism	3	2.50E−01										
Cluster G Enrichment Score 1.31	Microsome	6	3.70E−03										
	Oxidoreductase	10	6.20E−02										
	Heme	4	1.50E−01										
	Iron	6	1.70E−01										

These transcription factors may also be important in regulating related gene expression in all fracture healing processes, including the inflammatory and bone remodeling phase. We investigated individual gene expression in three clusters: Immunity, Secreted, and Transcription. 23 of 33 genes genes belonging to the Secreted category were upregulated by LIPUS, whereas 17 of 20 Immunity genes tended to be downregulated (Fig. 2e). 

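Of the genes in the Immunity heat map, 85% were lower with LIPUS, against 43.4% of the 159 other genes past the threshold (two-sided Fisher's exact test, p = 0.000565, or 0.00169 adjusted by Benjamini-Hochberg over the 3 categories). Of the Secreted genes, 30.3% were lower, against 52.1% of the 146 others (same exact test, p = 0.0330, adjusted 0.0495). Genes are not independent replicates, so these p-values describe the list of affected genes and not the spread between cultures. Of the Immunity genes, 15 belong to a list of interferon-stimulated genes written before any value was seen, and all of these were lower. The fall of the category therefore rests mostly on them. Most of the 36 genes of that list that were lower past the threshold are not Secreted genes, so they raise the share among the others there. The Immunity genes of Fig. 2e and of Table 1 are not the same list, since 13 genes are shared and 7 occur only in each. With the genes of Table 1 in place of those of Fig. 2e, 75% were lower (p = 0.0160, Fisher's exact test, adjusted 0.0479). This adjusted value lies just under 0.05. Restricting the Secreted genes to those with an FPKM of at least 10 in 1 group gave 31.25% lower, with p = 0.0500 in Fisher's exact test. The others were not restricted, and Dmp1, the Secreted gene left out, was counted among them. This p-value is therefore not a restriction of the same comparison. In the authors' deposited table, the Immunity genes that rose were Lcn2 (13.8 to 34.3 FPKM), Ptgs2 (205 to 381 FPKM) and Socs3 (73.2 to 119 FPKM). Several of the Immunity genes that fell are neighbours. Ifit3, Ifit3b and Ifit1 lie between 34583531 and 34650009 on chromosome 19, and Oas2, Oas3, Oas1g and Oas1a between 120730333 and 120907521 on chromosome 5. Reads that match several members of such a family can be assigned to any of them, so the value of a single member is uncertain. Ifit1 fell from 90.5 to 34.9 FPKM in the authors' deposited table. Among Secreted genes, the authors' deposited table gave Ctgf an FPKM of 1271 in control cells and 2375 in LIPUS-treated cells, and Ccl5 an FPKM of 88.7 and 35.6.

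**Figure D2:**
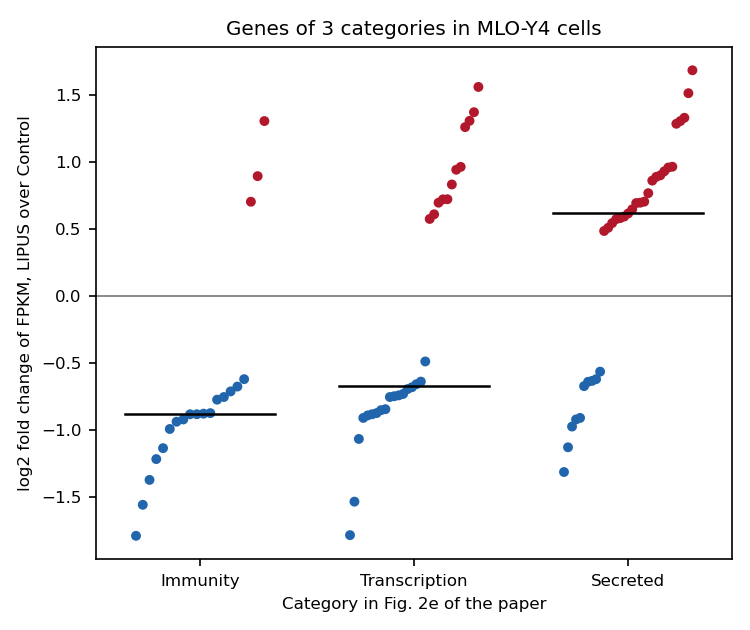
Log2 fold change of FPKM (LIPUS over Control) for each gene of the Immunity, Transcription and Secreted categories of Fig. 2e, from the authors' deposited table. Each point is a gene, red where it is higher and blue where it is lower with LIPUS, and the black lines are the medians, -0.88, -0.67 and 0.62. No gene lies near 0, since all passed a q-value of 0.05.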

In the Transcription category, there were almost equal numbers of up- (12) and downregulated (18) genes after LIPUS stimulation (Fig. 2e). These results show that osteocytes respond to LIPUS via 179 genes that are involved in the inflammatory response, transcriptional regulation, and protein secretion, all of which affect the fracture healing rate.

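Lower genes made up 60% of the Transcription category, against 45.6% of the 149 other genes past the threshold (two-sided Fisher's exact test, p = 0.166, also after adjustment over the categories). The upregulated genes had a median log2 fold change of 0.89 and the downregulated genes one of -0.80. Egr3 rose in the authors' deposited table from 67.9 to 163 FPKM and Nr4a2 from 13.3 to 25.6 FPKM, while Trim30a fell from 40.6 to 19.3 FPKM and Vdr from 35.3 to 21.1 FPKM. Of the 30 genes, 20 were at the smallest p-value. The call was closest to the threshold for Pml, whose q-value of 0.0455 was the largest of the category. With a minimum FPKM of 10 in 1 group, 59.3% of the remaining Transcription genes were lower (p = 0.218, Fisher's exact test). Egr4, Foxq1 and Smad9, which this left out, were counted among the others, to which no minimum was applied.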

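The Immunity, Transcription and Secreted categories of Fig. 2e together hold 77 different genes, 43.0% of the genes past the threshold, with 37 higher and 40 lower after LIPUS. The genes past the threshold were not spread evenly over the genome, as 25 of them lay within 100 kb of another, against 4 to 22 in the central range of random draws of as many tested genes matched on mean FPKM. In 68 of 10000 draws the count was as high. These 25 genes form 10 groups, in which 5 groups held only lower genes, 3 only higher genes and 2 genes of both directions, so that families in tandem count several times in a category. From the genes past the threshold and the categories to which they are assigned, the paper reasons that LIPUS acts on the inflammatory response, on the regulation of transcription and on secretion, and concludes that osteocytes respond to LIPUS through these genes.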

### Gene expression altered by LIPUS in zebrafish fin rays

Next, to examine whether genes in the categories Immunity, Transcription, and Secreted are also modulated by LIPUS in vivo gene expression levels of each cluster category were measured in zebrafish fins. Bone fractures were induced in caudal fins and stimulated with LIPUS for 20 min once a day. On days 1 and 7, RNA was isolated from the fin rays 30 min after stimulation. To perform qPCR with these samples, we isolated the appropriate genes using the steps described below for the Immunity category in cluster A, which included 20 genes (Table 1). 

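Among the Immunity genes of Table 1, the recomputed q-value reached its smallest value for Adar, Bst2, Cfb, Ddx58, Ifit1, Ifit3, Iigp1, Irgm1, Lcn2, Oas1a, Oas2, Oas3, Oasl2 and Zbp1. Of these, 12 were lower with LIPUS and 2, Cfb and Lcn2, were higher. The recomputed q-value was 0.00690 for Lgals9, 0.00985 for C1rb, 0.0148 for Gbp2b, 0.0217 for Hp, 0.0261 for C1s2 and 0.0455 for Pml. Counted over the genes of Fig. 2e in place of those of Table 1, 16 genes had the smallest q-value. All genes tied at this value share the p-value of 5e-05, so the q-values do not order them. In the authors' deposited table, the test statistics of the tied genes still differed, with -2.19 for Adar and -5.69 for Ifit3.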

From among these genes, we first selected the 14 that had the smallest *q*-value (0.00388). Next, we eliminated genes that do not have zebrafish orthologs or for which it was not possible to design primer sets for qPCR. 

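Adar, Bst2, C1rb, C1s2, Cfb and Hp are the Immunity genes marked for qPCR in Table 1. Of these, 3 were at the smallest p-value (Adar, Bst2 and Cfb), and all 6 had a recomputed q-value under 0.05. Bst2 fell in the authors' deposited table from 411 to 240 FPKM (log2 fold change -0.78) and Adar from 40.1 to 21.9 FPKM (-0.88). The authors' deposited table showed rises for Cfb from 69.5 to 129 FPKM (0.89), Hp from 37.7 to 61.1 FPKM (0.70), C1s2 from 5.92 to 11.4 FPKM (0.94) and C1rb from 5.47 to 10.8 FPKM (0.98). C1rb and C1s2 are neighbours on chromosome 6, between 124570294 and 124636085.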

Finally, six genes were left (labeled with asterisks in Table 1) and we measured the changes in their expression using qPCR. Similarly, 17 genes were selected from the Transcription category in cluster B and 16 from the Secreted category in cluster D for qPCR (labeled with asterisks in Table 1).

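The 17 Transcription genes chosen for qPCR were all at the smallest p-value, with 8 higher and 9 lower after LIPUS in MLO-Y4 cells. Of the 16 Secreted genes, 14 were higher and 2 lower, and 12 were at the smallest p-value. The remaining Secreted genes had recomputed q-values of 0.00690 (Tnc), 0.0148 (Fbln5), 0.0217 (Hp) and 0.0275 (Pla1a). The median log2 fold change was 0.82 over the Secreted genes chosen and -0.64 over the Transcription genes chosen. Cyr61 rose in the authors' deposited table from 269 to 523 FPKM, Mmp13 from 245 to 446 FPKM and Sparcl1 from 50.2 to 98.1 FPKM, while Isg15 fell from 326 to 172 FPKM.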

Most of the genes in the Immunity and Secreted categories were not affected by LIPUS stimulation of the zebrafish fins. In the Immunity category, only one out of six genes (16.6%), *C1s2* (Complement component 1, s subcomponent 2), was upregulated, and in the Secreted category the expression of only one out of 16 genes (1.5%), *Saa3* (Serum amyloid A-3 protein), was affected (Fig. 3a). However, the expression of 10 out of the 17 genes (58.8%) in the Transcription category was significantly altered (Fig. 3b). Reactivity to LIPUS of the Transcription-classified genes was approximately parallel in MLO-Y4 cells and zebrafish fin rays. Therefore, we focused on Transcription-categorized genes for target gene analysis.

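On the side of the MLO-Y4 cells, the 17 genes chosen ranged in log2 fold change from -1.79 (Foxq1) to 1.37 (Egr2). Among the 8 higher genes the median was 0.90, and among the 9 lower genes it was -0.73. Of the genes outside the 10 that responded in the fin rays, the authors' deposited table gave a rise for Lmcd1 from 40.6 to 101 FPKM, and falls for Irx3 from 44.0 to 27.4 FPKM, Nfkbiz from 27.3 to 17.3 FPKM and Smad9 from 9.34 to 5.19 FPKM.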

**Figure 3:**
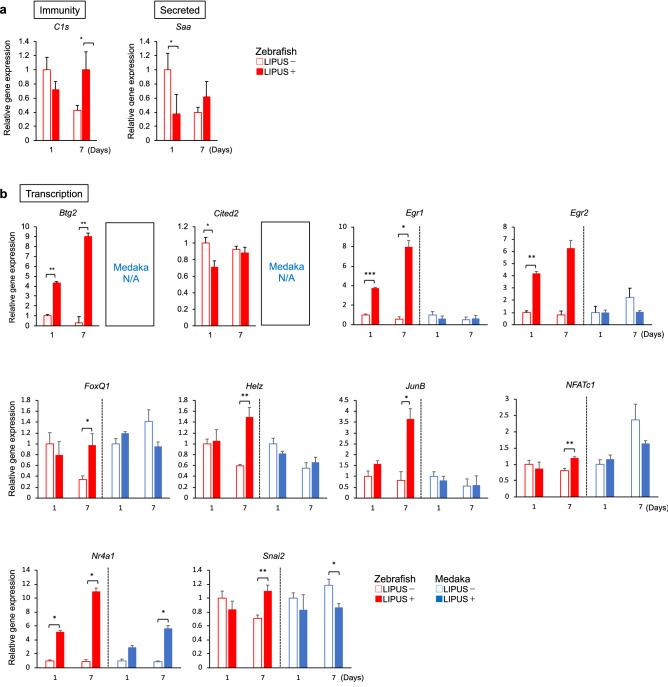
Measurement of candidate gene expression in LIPUS-treated zebrafish and medaka. Zebrafish and medaka tail bones were fractured and stimulated with LIPUS for 20 min every day. On days 1 and 7 after the fracture, RNA was extracted from the fin rays. (**a**) Immunity-, Secretion-, and (**b**) Transcription-related genes were measured (n = 3). For medaka, *Btg2* and *Cited2* couldn’t design qPCR primers because reference sequences were not available (N/A) in the public database. Values presented are the mean ± SEM and the significance of differences was determined using Student’s *t*-test. * *p* < 0.05; ** *p* < 0.01.

### Target gene analysis of transcription factors modulated by LIPUS

To identify the target genes regulated by the 10 LIPUS-responding transcription factor genes, we utilized the online ChIP-seq database ChIP-Atlas and obtained the binding scores for *Egr1*, *Egr2*, nuclear receptor 4a1 *(Nr4a1)*, *JunB*, and *NFATc1* in the promoter regions of target genes. Unfortunately, information regarding *Btg2*, *Snai2*, *Cited2*, *FoxQ1*, and *Helz2* was not available in this database (labeled N/A in Table 2). 

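Table 2 has 50 entries for the targets of Egr1, Egr2, Nr4a1, JunB and NFATc1, which name 41 different genes. In the table of the RNA-seq comparison, 11 of these genes are listed at 0 in both groups, all of which Table 2 marks as not detected. Cuffdiff tested 15 of the 41 genes. The other 26 received no test, and 15 of these had an FPKM above 0, including Greb1, Abhd6, Setd4, Mtrf1l and Tmem179. For genes without a test, a mark of no significance in Table 2 means that no comparison was made. No target of NFATc1 was tested, and Cbr1 was the only tested target of Egr1. Results over the tested targets therefore hold mainly for Egr2, Nr4a1 and JunB.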

The top 10 potential target genes with the highest average scores were selected and their expression levels in osteocytic MLO-Y4 cells were evaluated using RNA-seq data (column 4 in Table 2). RNA-seq data showed that all target genes were not changed by LIPUS (column 4–6 in Table 2), probably because there is a time-lag for target genes to be initiated transcription by these transcription genes.

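None of the 15 tested target genes had a recomputed q-value under 0.05, over all tested genes or over the tested targets alone, and the smallest over all tested genes was 0.268 (Cst3). At an unadjusted p under 0.05 there were 2, Cst3 (p = 0.0128 in the authors' deposited table) and Adssl1 (p = 0.0428 in the authors' deposited table). The median log2 fold change of the tested targets was 0.21, with 10 higher and 5 lower after LIPUS. It lay at percentile 99 of the matched random lists, whose medians ranged from -0.17 to 0.17, and 101 of the 10000 lists were as high. This placement depended on the settings. Over the 12 targets with an FPKM of at least 10 in 1 group, the median was 0.24 at percentile 99.3, still above its range. Over the 30 targets with an FPKM above 0 and a pseudocount of 1, the median was 0.06 at percentile 84.8. That is inside the range of its random lists, which reached 0.13. This alternative changed both the genes and the fold change, so which of them moved the median was not tested. Of the targets without a test, Tmem179 had an FPKM of 1.12 in control cells and 4.11 in LIPUS-treated cells in the authors' deposited table, and Mtrf1l one of 3.15 and 5.94.

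**Figure D3:**
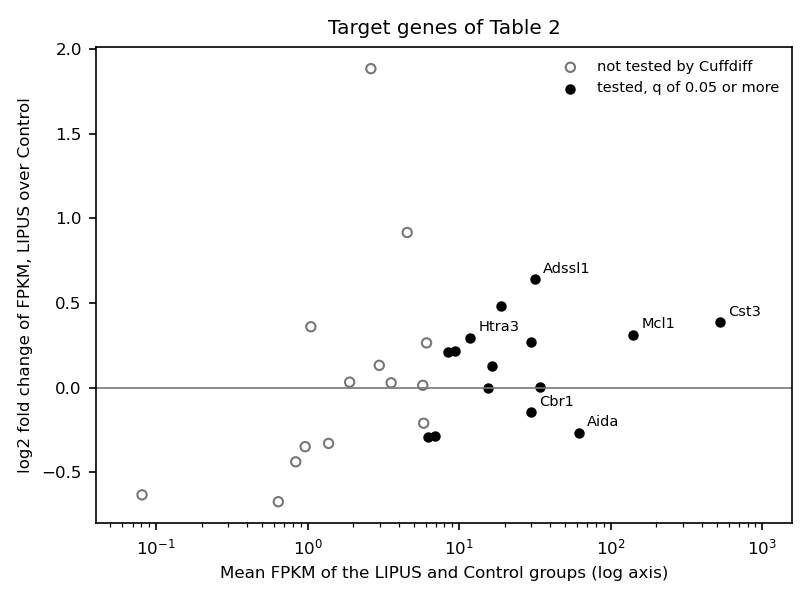
Log2 fold change of FPKM (LIPUS over Control) against the mean FPKM of both groups, on a log axis, for the target genes of Table 2, from the authors' deposited table. Filled points are the 15 genes that Cuffdiff tested, none with a q-value under 0.05, and open circles are 14 genes without a test. The 11 genes at 0 in both groups and Prss56, listed at 0 in control cells, are not drawn. The tested genes lie between -0.29 and 0.64.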

**Table 2:** List of genes targeted by transcription factor genes.

Transcription genes	Target genes	Average score	Expression level in MLO-Y4 (FPKM value)		Significant	Function	Refs.
			LIPUS −	LIPUS +			
*Egr1*	*Greb1*	1109.833333	1.53125	1.21937	no		
	*Olfr806*	790.5	n.d	n.d	no		
	*Abhd6*	774.166667	1.07994	0.848552	no		
	*Wwox*	725.666667	6.25733	5.4122	no		
	*Aadacl2fm1*	613.666667	n.d	n.d	no		
	*Nkx2-6*	581.5	n.d	n.d	no		
	*Setd4*	549.333333	0.960806	0.709573	no		
	***Cbr1***	549.333333	**31.0524**	28.1055	no	Carbonyl reductases, Catalyst for the reduction of endogenious prostaglandine and steroids	^24^
	*Cldn34d*	526.666667	n.d	n.d	no		
	*Tecpr1*	434.166667	2.83544	3.10746	no		
*Egr2*	***Dynlt1b***	756	**34.0942**	34.2265	no	Activators of G-protein signaling	PMID: 11358340
	*Lcmt1*	749.909091	8.62011	10.0269	no		
	***Arhgap17***	749.909091	**15.6857**	17.1241	no	Rho GTPase activating proteins, Maintenance of tight junctions	PMID: 16678097
	***Ncapg2***	746.181818	**27.2157**	32.8379	no	A component of the chromosome condension II complex, which is critical for mitosis	PMID: 31176678
	*Mtrf1l*	740.818182	3.14548	5.9366	no		
	*Sdhaf3*	712.454545	0.920439	1.18144	no		
	*D10Wsu102e*	690.090909	1.87224	1.91581	no		
	*Cenpu*	677.818182	15.7252	21.934	no		
	*Cplane1*	676.272727	6.84822	5.60805	no		
	*Cmtm6*	647.636364	7.80277	9.01462	no		
*Nr4a1*	***Adssl1***	811.428571	**24.6413**	38.4503	no	Adenylosuccinate synthetase, which catalyzes AMP synthesis	PMID: 15786719
	***Mcl1***	809.285714	**126.123**	156.683	no	Anti-apoptotic protein, pro-survival protein	PMID: 20023629
	*Txk*	800.285714	n.d	n.d	no		
	*Tmem179*	767.428571	1.11521	4.11481	no		
	*Cpm*	706.142857	3.52267	3.59489	no		
	*Greb1*	679.428571	1.53125	1.21937	no		
	*Olfr266*	655	n.d	n.d	no		
	*Rapgef2*	630.285714	5.72616	5.78346	no		
	***Cst3***	607.857143	**454.443**	593.939	no	Cysteine proteinase inhibitor, An inhibitor of bone resorption	^25^
	***Brox***	606.285714	**15.5085**	15.461	no	Apoptosis-linked gene, Controlling of cell death through the regulation of the endolysosomal system	PMID: 16407552
*JunB*	*Cldn34d*	895.351351	n.d	n.d	no		
	***Brox***	763.783784	**15.5085**	15.461	no	Apoptosis-linked gene, Controlling of cell death through the regulation of the endolysosomal system	PMID: 16407552
	***Aida***	763.783784	**67.1444**	55.861	no	Axin-interacting protein, Blocking Axin/JNK signaling	
	*Cdc42bpg*	643.567568	5.53688	6.65211	no		
	*Mefv*	604.567568	n.d	n.d	no		
	*Ank1*	598.972973	7.66976	6.28425	no		
	*Prss56*	598.027027	0	0.216514	no		
	*Chrnd*	598.027027	n.d	n.d	no		
	*Cass4*	595.810811	0.0982373	0.0633786	no		
	***Htra3***	574.432432	**10.6126**	13.0335	no	Serine protease, An inhibitor of TGF-b signaling	^23^
*Nfatc1*	*Greb1*	1166	1.53125	1.21937	no		
	*Olfr855*	844.333333	n.d	n.d	no		
	*Olfr854*	844.333333	n.d	n.d	no		
	*Abhd6*	796.333333	1.07994	0.848552	no		
	*Nkx2-6*	765.333333	n.d	n.d	no		
	*Wwox*	748.333333	6.25733	5.4122	no		
	*Olfr806*	723	n.d	n.d	no		
	*Acacb*	657.666667	0.787511	0.493981	no		
	*Prl3c1*	591.666667	n.d	n.d	no		
	*Setd4*	562.333333	0.960806	0.709573	no		
*Btg2*	N/A						
*Snai2*							
*Cited2*							
*FoxQ1*							
*Helz*							

Eleven genes which abound with high expression levels in MLO-Y4 cells (FPKM value > 10; bolded in Table 2) were selected and their functions were investigated. These genes participate in energy metabolism (*Adssl1*), cell survival (*Ncapg2*, *Mcl1*, and *Brox*), and cell–cell contact (*Arhgap17*), and involve several signaling pathways (*Cbr1*, *Dynlt1b*, *Aida*, and *Htra3*) (Table 2). 

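An FPKM above 10 in control cells was found for 11 of the target genes, all of them tested by Cuffdiff. They were Adssl1, Aida, Arhgap17, Brox, Cbr1, Cenpu, Cst3, Dynlt1b, Htra3, Mcl1 and Ncapg2. Bold type in Table 2 marks 10 different genes, with Brox listed under both Nr4a1 and JunB, and not Cenpu. Mcl1 had, in the authors' deposited table, an FPKM of 126 in control cells and 157 in LIPUS-treated cells, Aida 67.1 and 55.9, Cbr1 31.1 and 28.1, Cenpu 15.7 and 21.9, and Htra3 10.6 and 13.0. Adssl1 changed most, from 24.6 to 38.5 FPKM in the authors' deposited table (log2 fold change 0.64), with a recomputed q-value of 0.492. Aida and Brox overlap on chromosome 1, Brox from 183276352 to 183297269 on the minus strand and Aida from 183296590 to 183325476 on the plus strand. The methods describe stranded libraries but do not state whether the FPKM used the strand, so reads of the overlap could belong to either gene.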

The TGF-β and Cox2/PGE2 pathways, which are modulated by *Htra3* and *Cbr1* factors^23, 24^, are especially interesting because they are induced and secreted in the early stages of fracture healing (inflammation phase) as proinflammatory molecules^3^. 

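Cst3, on chromosome 2 of GRCm38 from 148871722 to 148875692, had an FPKM of 454 in control cells and 594 in LIPUS-treated cells in the authors' deposited table, a log2 fold change of 0.39. Ranked over all listed genes, 186 genes had a higher FPKM than Cst3 in control cells, 173 of them protein-coding genes outside the mitochondrial genome. In LIPUS-treated cells, 156 genes had a higher FPKM than Cst3. Among the target genes of Table 2, none had a higher FPKM.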

*Cst3*, which is the most abundantly expressed gene in MLO-Y4 cells, encodes a secreted factor and promotes the differentiation of osteoblasts associated with BMP signaling^25^.

Previous reports were referred to for other transcription factor genes (*Btg2*, *Snai2*, *Cited2*, *FoxQ1*, and *Helz2*) because their target genes were not available in the ChIP-Atlas database. *Btg2* can code for transcriptional coactivators and allows interaction with and modulation of various nuclear receptors, such as all-trans retinoic acid receptors, estrogen receptors, and androgen receptors^26^. It has been reported that estrogen receptors in osteocytes are important for bone formation^27^. *Snai2* factors can act as transcriptional repressors and regulate cell apoptosis, migration, and detachment from and attachment to the extracellular matrix^28^. *Cited2* encodes a CBP/p300-binding transcription coactivator and enhances TGF-β-mediated transcription^29^. Interestingly, a previous study using a rat fracture model reported that a *Cited2* factor was a negative regulator of fracture healing associated with an increase in matrix metalloprotease^30^. LIPUS stimulation reduced *Cited2* expression in the fractured fin rays (Fig. 3b), which is consistent with the positive effect of LIPUS on fracture healing. *FoxQ1* encodes a member of the forkhead transcription factor family and regulates cell proliferation via TGF-β and Wnt signaling^31^. *Helz2* encodes transcriptional coactivator helicase with zinc finger 2, a coregulator of peroxisome proliferator-activated receptor gamma (PPARγ)^32^. Since PPARγ in osteocytes is important for the coupling of bone formation and resorption^33^, the upregulation of *Helz2* by LIPUS treatment (Fig. 3b) may control fracture healing processes such as bone remodeling from osteoblasts and osteoclasts.

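In MLO-Y4 cells, the transcription genes Btg2, Egr1, Egr2, Junb and Nr4a1 were higher after LIPUS, and Cited2, Foxq1, Helz2, Nfatc1 and Snai2 were lower, with a recomputed q-value of 0.00388 for all 10. In the authors' deposited table, the FPKM of Egr1 rose from 166 to 296, of Egr2 from 56.6 to 147, of Junb from 415 to 673, of Nr4a1 from 44.8 to 87.5 and of Btg2 from 32.5 to 53.7. The authors' deposited table gave falls for Nfatc1 from 126 to 80.6 FPKM, Cited2 from 180 to 111 FPKM and Helz2 from 16.4 to 9.85 FPKM, besides Foxq1 and Snai2. The median log2 fold change was 0.83 over the higher genes and -0.73 over the lower genes. Foxq1 was the least abundant of the 10 in LIPUS-treated cells.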

Taken together, these results show that the 10 transcription genes shown in Table 3 were modulated by LIPUS stimulation not only in vitro but also in vivo. Further, their target genes may be involved in the promotion of fracture healing, probably through activation of the inflammatory response and osteogenic cell differentiation.

**Table 3:** Primer sequences for qRT-PCR.

Gene (Danio rerio)	NCBI Entrez ID	Ref-Seq	Primer sequence (Forward)	Primer sequence (Reverse)
*C1s.1*	*793529*	NR_027750.1	GACCTGTGACGCCAACATCTA	GGATAACCGGACTCCACTGTC
*Saa*	*449557*	NM_001005599.2	CAAGTATTTCCATGCACGCGG	GCAGCATCTGAATTGCCTCTG
*Btg2*	*30079*	NM_130922.2	CATTCTGATCTTTGCCGGACG	GGAACCAATGGTGCTGGTAGT
*Cited2*	*450024*	NM_001006045.1	GGAGAGCATACGCTTCTTGTTG	CGACCATGGTTCATTGCCATC
*Egr1*	*30498*	NM_131248	TTCTCAACGCCACAGCACCTGAAGG	GGTCTGATCTGACAGAGGTTTCTCC
*Egr2a isoform 1*	*368241*	NM_001328404.2	GTCTATGGTCTGGATGAGATTCCC	AGATCAAGGTCCCGCTTTTCC
*FoxQ1b*	*405843*	NM_212907.1	TGGAGGTTTTCTCTGCGAGTC	TAAGGTGGTTTGGGTCTACGC
*Helz2a*	*562461*	XM_003198847.4	GGACTGCCTCGTTTCACTGTA	CCAATAGGCTGTCCTTGGTGT
*JunBa*	*407086*	NM_213556.3	GACCCTCCGCTCCGAAAT	TGATGCTCCGACCGTACAAATA
*JunBb*	*336038*	NM_212750.1	TCCCACATACAGCAGAGCCA	GCGTTCCTGCGAGTCCAT
*NFATc1*	*568315*	NM_001045159.1	CAAGCATGAAATCCGCAGAGG	CCGGATGTTTGGAAGTAGCCT
*Nr4a1*	*431720*	NM_001002173.1	CCTCTCTCGTTACTGCCCATATC	CCTGATCACATCCATTGACCCTG
*Snai2*	*494038*	NM_001008581.1	CAGCATGCCTCGTTCATTCCT	CCGGGAGGGCTTTTAAGACATA
**Gene (Oryzias latipes)**		**Ref-Seq**	**Primer sequence (Forward)**	**Primer sequence (Reverse)**
*Egr1*	*100272163*	NM_001146145.1	CGTACGACCACCTTACTGGAG	GACCACTGAACAGACCCAAGA
*Egr2*	*101170128*	XM_004080784.4	GGCCACTACGACCAACTCAAT	GCTGGATAAGGGGAGTCGATG
*FoxQ1b*	*101164223*	XM_011474400.3	GGAAAGGGAAACCCTACACCC	TGAGGGAGAGGTTGTGTCTCA
*JunBb*	*101164062*	XM_004071833.4	CAACACTGAACGCCTATTGCC	GGGCTCCTCCTTCAAGGTAAC
*NFATc1transcript variant X1*	*101161493*	XM_004074292.4	TACAGGCAGGGAACACGTTTG	GAAACGTTCAGACTGTGGGTC
*Nr4a1transcript variant X1*	*101175402*	XM_004070882.4	CAATGCCTCCTGTCAGCACTA	GACACTTCTGGAAGCGACAGA
*Snai2*	*101173257*	XM_004079391.4	CCAAGATGCCACGCTCTTTTC	AGGCTACTGGTAGTCCACACT
*Helz*	*101160963*	XM_023960438.1	CTGACGACTAGATCCATGTACCG	TAGGGTCCAATGATGAGGATAGGG

### Measurement of candidate transcription genes affected by LIPUS in medaka fin rays

In zebrafish bone, which contains osteocytes, several transcription genes reacted to LIPUS under fracture-healing conditions. To assess whether osteocytes are important for LIPUS efficacy via these transcriptional factor genes, we performed another in vivo experiment with medaka, whose bone lacks osteocytes. Medaka fin rays with bone fractures were isolated after LIPUS treatment and RNA was extracted, as with the zebrafish samples. Of the ten transcription genes shown in Table 2, eight genes could measure by qPCR. Primer sets of other two genes were not be able to make because medaka reference sequences were not found in the public database.

Interestingly, *Egr1*, *Egr2*, *FoxQ1*, *Helz, JunB*, and *NFATc1* did not respond to LIPUS in the medaka (Fig. 3b); these are considered osteocyte-dependent genes that are induced by LIPUS treatment. The expression of other genes, however, such as *Snai2* and *Nr4a1*, was altered by LIPUS in the medaka, similarly to zebrafish (Fig. 3b). Since MLO-Y4 cells are osteocyte-like, in other words, late mature osteoblasts, MLO-Y4 cells seem to partially retain an osteoblastic signature^34^. Therefore, *Snai2* and *Nr4a1* may react to LIPUS not only via osteocytes but also via osteoblasts.

These in vivo results show that osteocytes contribute to LIPUS-promoted fracture repair via transcriptional regulation of *Egr1*, *Egr2*, *FoxQ1*, *Helz*, *JunB*, and *NFATc1*. This can induce cellular metabolism and survival mediated by the target genes or trigger various signaling pathways, such as the TGF-β- and Wnt-dependent pathways that are required for fracture healing.

## Discussion

In this study, we demonstrated that zebrafish which have osteocytic bone, is more receptive to gain LIPUS-induced promotion of fracture healing than in medaka, which have anosteocytic bone. LIPUS stimulation altered the gene expression profile in osteocytes, and some of the transcription genes whose expression was affected appear to be important for exerting the role of osteocytes in modifying the function of osteogenic and inflammatory cells that are involved in the fracture healing process (Fig. 4).

**Figure 4:**
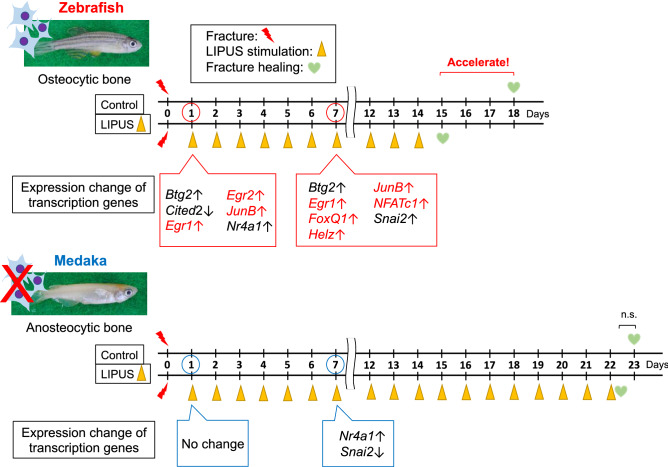
Schematic summary. Schematic representation of the LIPUS effect on the fracture healing and associated transcription factor genes in zebrafish which comprise osteocyte-containing bone and medaka which comprise osteocyte-lacking bone. The photographs of zebrafish and medaka were taken by M. S.

Ample in vitro studies have shown that osteoblasts and chondrocytes rather than osteocytes, respond to LIPUS, and directly activating their functions and differentiation is important for LIPUS-dependent acceleration of fracture healing^35, 36^. Indeed, osteoblasts and chondrocytes directly generate new bone, and it has been proposed that they are specific key players in the endochondral ossification that is part of the fracture healing process. Whereas, osteocytes are terminally differentiated cells and do not exert a direct effect on osteogenesis, so how osteocytes contribute to the effect of LIPUS on fracture healing is unclear, despite their mechano-sensitivity. In vivo studies have demonstrated that LIPUS accelerates all stages of the fracture repair process (inflammation, bone formation, and bone remodeling), by enhancing the mineralization and the inflammatory response^1, 37, 38^. Naruse et al. found that *Cox2*-knockout mice failed to show LIPUS-accelerated fracture healing effects^39^, although Cox2 expression was observed in several cell types, including osteoblasts, osteocytes, chondrocytes, and inflammatory cells. To clarify the roles of osteoblasts and osteocytes in the response to LIPUS, in vivoexperiments with genetic animal models lacking each of these cell types would be useful. However, since osteocytes are derived from osteoblasts, it is difficult to conduct long-term targeted ablation of one of these cell types but not the other in animal models. Thus, in vivo studies still have not defined the main target cells contributing to the efficacy of LIPUS.

In this report, we utilized medaka as a natural osteocyte knock-out model to elucidate the effect of osteocytes in LIPUS-induced fracture repair. Zebrafish, which have osteocyte-rich bone, were utilized as a comparative model. Because the size, ecology, and swimming mode of both fish species are similar, they have previously been used in a comparative study to examine the role of osteocytes in bone modeling^2^. Comparisons of these species are partially suitable for bone research focusing on osteocytes, but the differences between them due to evolutionary distance should not be ignored. It is estimated from genomic comparisons that medaka and zebrafish separated from their last common ancestor approximately 110 million years ago^40, 41^. This evolutionary distance is reflected in their biological functioning. For example, regeneration of the heart following injury is observed in zebrafish and not in medaka^42^, and the response to the estrogen 17β-estradiol occurs faster in medaka than in zebrafish^43^. Although fracture healing processes seem to be similar in the two species, their biological differences could affect experiments on fracture healing with LIPUS stimulation. To obtaining the more precise findings by in vivo using fish, the present study, utilizing only medaka and zebrafish, is not sufficient. Other than zebrafish, goldfish (*Carassius auratus*), carp (*Cyprinus carpio*), catfish (*Mystus macropterus*), and salmon (*Salmo salar* and *Oncorhynchus*) also have osteocyte-containing bone. Like medaka, tilapia (*Oreochromis aureus*), fugu (*Takifugu oblongus*), and platyfish (*Xiphophorus maculatus*) do not have osteocytes in their skeletal tissue^44, 45^. Cohen et al. performed a comparative study with the common carp (with cellular bone) and tilapia (with acellular bone) to investigate the mechanical properties of the two types of bone tissue^46^. Further studies using other fish species are needed, to reveal more clearly the role of osteocytes in LIPUS efficacy.

We focused on *Egr1*, *Egr2*, *FoxQ1, Helz, JunB*, and *NFATc1*as osteocyte-specific LIPUS-sensitive genes. *Egr1* and *2*, and especially *Egr1*, have been reported to encode transcription factors that are induced by mechanical stimulation in cells such as endothelial cells^47^, tendon cells^48^, and myocytes^49^. In osteoblastic cells, 15 min of gravity loading induced an increase in the expression of *Egr1*^50^, and substrate stretching (Flexcell) also upregulated *Egr1* expression^51^. In osteocytic cells, *Egr1* expression was upregulated by a lack of the phosphate-regulating gene *PHEX*^52^ and activation of parathyroid hormone (PTH) signaling^53^. However, we found no studies indicating an interaction between mechanical stress, such as LIPUS treatment, and *Egr1* expression in osteocytes. Also, we could not find any research articles related to the role of *Helz* in bone cells including osteocytes and in mechanical stimuli. It has been reported that *JunB* expression is altered by mechanical stretching or loading in murine osteoblastic cells^54^ and in rat chondrocytes^55^, but not established in osteocytes. *FoxQ1* expression regulates the osteogenic differentiation of mouse bone MSCs^56^, but its role in osteocytes and osteoblasts is still unknown. *NFATc1* was highly expressed in the mouse parietal bones and MLO‐Y4 cells and nuclear translocation of *NFATc1* was induced by the compressive force in osteocytes embedded in murine parietal bones^57^. In the present study, we found several novel candidate transcription genes that are mechano-sensitive and contribute to the promotion of fracture healing by LIPUS, most likely in an osteocyte-dependent manner.

To predict the functional meaning of the LIPUS-regulated expression of *Egrs*, *FoxQ1*, *Helz*, *JunB* and *NFATc1*in osteocytes, we performed target gene analysis and focused on types of molecular signaling that may increase the potency of osteocytes in repairing bone fractures in cooperation with neighboring cells. The target genes of these transcription factors trigger TGF-β signaling, and PGE2 synthesis. A previous global gene expression analysis using exon arrays in rat bone following mechanical loading identified loading-induced genes and performed clustering analysis^58^. In that study, the forelimbs of rats were loaded for three minutes per day, and global gene expression changes were evaluated over a time course of four hours to 32 days. Early-response genes that were upregulated within 12 h included *JunB* but not *Egrs* or *FoxQ1*. Interestingly, many gene groups known to be essential for bone formation were identified within clusters related to matrix formation, Wnt/β‐catenin signaling, and TGF‐β signaling. This result was partially consistent with our RNA-seq analysis of MLO-Y4 cells treated with LIPUS.

Sclerostin (SOST) expressed in osteocytes is a key factor in regulating mechanical stimulation-induced bone change through TGF‐β signaling and PGE2 synthesis in mammalian. Osteocytes secrete the protein SOST, encoded by the *SOST* gene, which negatively regulates bone mass and osteoblast differentiation by inhibiting Wnt/β-catenin signaling^59^. It has been reported that SOST is induced by mechanical loading via a TGF-β-dependent mechanism^60^, and osteocyte-intrinsic TGF-β elevates the expression of *SOST* genes^61^. Indeed, in osteocyte-specific TGF-β receptor II-deficient mice, osteocyte-intrinsic TGF-β signaling maintained bone quality and fracture resistance through perilacunar–canalicular re-modeling, which involved the activity of osteocytes, osteoblasts, and osteoclasts^61^. Osteocytes also release PGE2, which may stimulate osteoblastic activity via control of the Wnt/β-catenin pathway^62^, probably because PGE2 represses SOST expression^63^. Interestingly, SOST and PGE2, which control osteoblastic activity, are modulated by mechanical loading in osteocytes and enhance bone formation and remodeling as a consequence of the mechanical response of osteocytes^64, 65^. In addition, TGF-β and Cox2/PGE2 are important molecules for causing inflammatory cells to commit to the early phases of fracture repair^3^. However, previous reports showed that SOST expression was not observed in osteocytes in both zebrafish and medaka^15^ and we confirmed that by qPCR with fin ray sample. MLO-Y4 cells is known to express a very low level of SOST and our RNA-seq data defined that. Therefore, although it is difficult that our results are extrapolated to mammalian system simply, our findings could be cue for investigation of SOST-independent alternative system for LIPUS-mediated fracture healing through TGF‐β signaling and PGE2 synthesis.

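Sost, on chromosome 11 of GRCm38 from 101962458 to 101967015, is listed at an FPKM of 0 in both groups in the authors' deposited table, and received no test. Of 18 genes associated with osteocytes that were chosen before the values were seen, 5 were at 0 in both groups (Dkk1, Fgf23, Ibsp, Mepe and Sost), and 8 were tested. A value of 0 in an FPKM table can be a failed estimate, so it shows that Sost was not detected and not that it was absent. Of the tested genes, 3 passed the q-value threshold. Dmp1 rose from 3.04 to 7.65 FPKM in the authors' deposited table, with a recomputed q-value of 0.0193, Ptgs2 was also higher, and Vdr was lower, with a recomputed q-value of 0.0171.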

Despite the fact that the effect of “active” bone-forming osteoblasts and chondrocytes on LIPUS-induced fracture repair is well reported, the role of “static” osteocytes, which control bone generation indirectly, is still not fully understood. In addition, the synergistic activity of the many cell types triggered by LIPUS during fracture healing in situations mimicking physiological conditions remains to be elucidated. The present in vivo and in vitro studies show that osteocytes are LIPUS-sensitive cells, and the reactions they assist as a result of early-response transcription genes that affect bone-forming and inflammatory cells seem to be necessary for the promotion of fracture healing. However, further experiments are required to investigate whether the LIPUS-targeted signals and molecules in osteocytes do actually affect the functions of other collaborating cells, and to determine what kind of molecular and functional changes occur in other cells to influence biological or physiological activity during fracture repair. Because the molecular response of osteocytes to LIPUS can change in the long term as fracture healing progresses, it is also important to examine changes in the effect of LIPUS on the control of osteocytes over other cells and on the harmonization of the functions of various cells in each phase of fracture healing.

## Methods

### Ethics statement

There was no need of obtaining permissions for conducting experiments using fish in this study. In the current laws and guidelines of Japan relating to animal experiments of fish, experiments using fish are allowed without any ethical approvals from any authorities. All the experiments presented here were conducted in accordance with the guidelines established by the Hokkaido University Animal Experiment Committees and the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357).

### Fish and creating bone fracture model

Sexually mature adult (5 to 12 months of age) male and female adult zebrafish (*Danio rerio*) and medaka (*Oryzias latipes*) were utilized. In vivo experiments shown in Fig. 1, wild type zebrafish were obtained from RIKEN Brain Science Institute (Saitama, Japan) and wild type medaka were obtained from the Japan National BioResource Project (NBRP) Medaka (Okazaki, Japan). For RNA isolation, both zebrafish and medaka were obtained from a local aquarium store (Homac, Sapporo, Japan). The fish were kept at 28 °C under a 14 h light/10 h dark cycle and automatically fed TetraMin Tropical Flakes (Tetra, Melle, Germany) twice a day. To create the bone fracture model, the fish were anesthetized with tricaine (Sigma–Aldrich, St. Louis, MO, USA) and their tail bones were fractured, using a scalpel, under a microscope. To evaluate the time point that the fracture was completely healed, analysts who did not know the data source were blindly measured it.

### Bone staining

Fishes were sacrificed with an overdose of Tricaine solution (4 g/L in water). The fishes’ caudal fin rays were fixed overnight at 4 °C with 4% paraformaldehyde in PBS for Alizarin red and Alcian blue staining. After fixation, the fin rays were stained with Alcian blue solution (70% ethanol and 30% acetic acid containing 0.1% Alcian blue) at room temperature overnight. The fins were treated with ethanol and washed in water. Alizarin red solution (4% Alizarin red, 0.5% potassium hydroxide) was added and the fins were incubated overnight at room temperature. Stained samples were stored in 80% glycerol for imaging..

### In vivo LIPUS stimulation

One day after the bone fracture, the fish were placed in six-well plates with water (one fish per well). LIPUS (Teijin Pharma, Tokyo, Japan) was generated using an array of six PZT-4 (lead-zirconate titanate) transducers (2.5 cm diameter) fixed with a locking device. The plate containing the fish was placed on the array and the locking device was immersed in a water tank. The LIPUS signal was set to 1.5 MHz, 200 ms burst width sine waves at 1.0 kHz, which were delivered at an intensity of 30 mW/cm^2^. The fish were exposed to LIPUS for 20 min daily for up to four weeks or until the fracture was completely healed. The bone fracture sites were observed using an optical microscope (Nikon, Tokyo, Japan) every day.

### Total RNA extraction from fish fin ray

The fin rays were homogenized using a BioMasher homogenizer (BioMasher II, Nippi, Tokyo, Japan). The homogenate was lysed in TRizol Reagent (Invitrogen, Carlsbad, CA, USA) and total RNA was extracted following the instructions for the RNeasy Mini RNA isolation kit (Qiagen, Hilden, Germany).

### Cell culture and LIPUS stimulation

MLO-Y4 cells were kindly provided by Dr. Lynda F. Bonewald from the Department of Oral Biology at the Kansas City School of Dentistry, University of Missouri, Kansas City, MO, USA. Cells were maintained in α-modified essential medium (α-MEM) containing 10% fetal bovine serum (FBS) at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_. Prior to LIPUS stimulation, the cells were seeded on collagen-coated six-well dishes and precultured overnight. The cell culture plates were loaded onto the LIPUS system array and fixed with the locking device. The locking device was immersed in a water tank and LIPUS stimulation was provided for 20 min (1.5 MHz, pulsed-wave mode intensity of 30 mW/cm^2^). LIPUS system has six ultrasound transducers for use in a six-well cell culture plate. To generate LIPUS treated and non-treated (control) cells in one plate, three ultrasound transducers were plugged and the other three were unplugged to shut down the LIPUS stimulation. The cells were harvested after the LIPUS treatment and total RNA was extracted using a spin column kit (Zymo Research, Orange, CA, USA).

### Quantitative RT-PCR

Total RNA was extracted from the fish fin rays and MLO-Y4 cells. RNA (0.5–1 µg) was reverse transcribed using a high-capacity complementary DNA (cDNA) reverse transcription kit (Applied Biosystems, Forster City, CA, USA). qRT-PCR assays were run and quantified in the ABI STEP one real-time PCR system using SYBR green PCR Master Mix (Qiagen). Relative mRNA expression was determined using the ΔCt method, and the values were normalized to the expression of *β-actin*. The primer sets used for qPCR are shown in Table 3.

### RNA-sequencing and analysis

Total RNA was isolated from the MLO-Y4 cells 30 min after LIPUS stimulation, using a spin column kit (Zymo Research). Total RNA integrity and purity were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). The Illumina TruSeq Stranded mRNA protocol was used for the preparation of RNA-seq libraries and sequenced on a HiSeq 2500 machine (Illumina, San Diego, CA, USA) as paired-end, 100-base pair reads and 20 million reads per sample were obtained. Paired-end sequencing reads from the HiSeq 2500 were trimmed using Trimmomatic v0.36 and trimmed reads were aligned to the GRCm38 genome assembly using TopHat v2.1.0 and bowtie v2.2.6.0. Gene expression intensity was normalized to Fragments per kilobase of exon per million reads mapped (FPKM) which was calculated using Cufflinks (version 2.2.1) with a transcriptome reference (Ensembl Mouse Transcript). Signature genes for each group were identified using an adjusted *q*-value of < 0.05. Significant difference was defined by *q*-value. *q* is an false discovery rate (FDR)-adjusted enrichment *p* value, and *q* < 0.05 (i.e., − log 10(*q*) > 1.3) was defined as significant. A principal component analysis (PCA) was performed using PCAGO, an interactive web service (https://pcago.bioinf.uni-jena.de) to explore the variation between samples. We used a subset of the top 500 genes with most variable expression. The Functional Annotation Tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 was used to characterize the gene annotation enrichment analysis.

### Target gene analysis of transcription factor

To identify the putative target genes of the transcription factors, the mouse ChIP-seq database in ChIP-Atlas (http://chip-atlas.org/) was used. If a transcription factor’s ChIP-seq peaks settled within the gene’s promoter region (5 kb around the transcription start site), the gene was identified as a target gene^66^.

### Statistics

All statistics were calculated using Microsoft Excel and GraphPad Prism. All data are presented as a mean ± SEM and comparisons were made using Student’s *t*-test. The SEM was chosen to compare the population mean of the two groups. Significance levels of results were defined as follows: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. All experiments presented were performed in two to three independent experiments, except for the RNA-seq study. The experiments were not randomized and sample size was not predetermined.

## Data Availability

Data supporting the conclusions are available from the corresponding author upon reasonable request. RNA-seq data have been deposited to Gene Expression Omnibus (GEO) repository with accession number GSE162674.

How the deposited data were processed for this re-analysis (not part of the article)

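RNA of MLO-Y4 cells was sequenced from 3 cultures treated with LIPUS for 20 min and 3 control cultures, 30 min after the end of the stimulation. The reads were paired-end, with 100 bases each. The authors trimmed reads with Trimmomatic 0.36, aligned them to GRCm38 with TopHat 2.1.0 and bowtie 2.2.6.0, and computed FPKM with Cufflinks 2.2.1 and Ensembl mouse transcripts.

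A single table of the comparison was analysed, with the layout of a Cuffdiff gene comparison. The authors deposited an FPKM for the LIPUS group and an FPKM for the Control group, each pooled over the libraries of the group. The authors also deposited a log2 fold change between these values, a test statistic (a score with no fixed range), a p-value and a q-value. The sign of the deposited log2 fold change is Control over LIPUS, found by comparison with the deposited FPKM, and was turned here. The table holds no counts and no value of a single library. The depth of each library, which the paper states as a round number, therefore cannot be read from the table, no SD is given and no count test was run. The samples were mapped to LIPUS and Control from their labels and the methods, and the 2 groups of the table by their names.

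The q-values were recomputed from the deposited p-values of the 8145 tested genes by the Benjamini-Hochberg method, with 0.05 as the threshold, as in the methods. The directions of the genes in a category were compared with those of the other genes past the threshold by a two-sided Fisher's exact test, and the numbers of higher and lower genes by a two-sided exact binomial test. For gene lists, the median log2 fold change of the tested members was placed among the medians of 10000 random lists matched on mean FPKM in 20 bins, and counted as outside beyond the 2.5 and 97.5 percentiles. This was done for 7 lists and for subsets of some of them. It was also done for the actin cytoskeleton, Nrf2 target and heat shock genes not past the threshold. Chance alone puts about 1 in 20 of such placements outside. Genes past the threshold were counted as neighbours at a distance of up to 100 kb. Gene positions, gene body lengths, exonic lengths and GC content were taken from GENCODE M21 by Ensembl gene identifier, which found 99.96% of the tested genes. Gene symbols are those of the paper or of the deposited table. The genome sequence was not used here.

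The genes named are those that the paper names in its results text, Table 1, Table 2, Fig. 2c or Fig. 2e, the members of the gene lists, and the 5 largest rises and 5 largest falls in log2 fold change among genes past the threshold with an FPKM of at least 1. AC144852.1, Ddit3, Irgm2, CT010467.1, mt-Rnr2 and the genes of the immune cell marker, actin cytoskeleton, Nrf2 and heat shock lists fall outside this rule.

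Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, with the random seed 20. The steps were tested on simulated data before use. With 200 of 8145 simulated genes changed, the Benjamini-Hochberg step found all 200 and called 7 unchanged genes. The changed genes were given p-values far under the threshold, so finding all of them was fixed in advance. The simulated p-values also lacked the smallest value that many deposited ones share. This step therefore tests the code and not the recovery of changed genes in the deposited data. Of 200 simulated lists without a shift, 9 (4.5%) lay outside the range of their matched random lists, and all 50 shifted lists of 40 genes were found outside.

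The alternatives tried were other q-value thresholds (0.01 and 0.1), the Benjamini-Yekutieli and Bonferroni methods, minimum FPKM values of 1 and 10, a minimum absolute log2 fold change of 1, adjustment over a gene list alone, pseudocounts of 1 and 0.1, random lists matched in 50 bins, distances of 50 and 500 kb, and the gene list of Table 1 in place of that of Fig. 2e. The principal component analysis, the functional annotation, the binding scores of the transcription factors and the qPCR in zebrafish and medaka were not analysed here.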

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

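Of the tests described here, the bound on half-lives, the centring of the cholesterol synthesis genes and the length of AC144852.1 were chosen only after the result was seen. The gene lists for interferon-stimulated, immediate early and cholesterol synthesis genes were written before any value was seen, and the values are those of the authors' deposited table or computed from it.

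Signal appeared in interferon-stimulated genes that the paper does not name. Of these, 10 passed the q-value threshold, with Gbp2, Gbp3, Gbp7, Ifi35, Ifi44, Igtp, Parp12, Usp18 and Xaf1 lower and Ifi27 higher after LIPUS. Over the 56 tested genes of the list, the median log2 fold change was -0.81, and 0 of 10000 matched random lists were as low. Over the 29 tested genes that the paper does not name, it was -0.57, again with 0 of 10000 lists as low. Reads shared between paralogs were tested by leaving out the 28 genes with a protein-coding gene of the same symbol prefix within 100 kb, which misses relatives of another name such as Igtp and Irgm2, and the 28 genes left had a median of -0.76, below their random range. Matching the random lists also on GC content or on exonic length put the lower ends of their ranges at -0.0700 and -0.0742, far above the median of the list. RNA from immune cells in the cultures was tested with 12 marker genes, of which 2 reached an FPKM of 1, at the limit set for this test. These were Cd68, with 5.32 FPKM in control cells and 1.72 in LIPUS-treated cells in the authors' deposited table, and Lyz2, with 2.01 and 0.189 in the authors' deposited table, both lower after LIPUS like the list itself, while Ptprc was listed at 0. Few of the markers were detected, but RNA from immune cells at a low level in control cultures is not excluded. Spread between the control cultures that the Cuffdiff statistic does not count was tested through the standard error implied by each fold change and test statistic. Its median was 0.389 for the list, inside the range of 0.362 to 0.480 of matched random lists. A value in this range is obtained both when such spread is present but not counted and when there is none, so it does not decide between them. In Fig. 2a of the paper, Control_3 lies beside LIPUS_1 and away from the other control libraries, and in Fig. 2e Control_3 lies closer to the LIPUS libraries than Control_1 and Control_2 do for many of these genes. With no value for any single library, the pattern cannot be told apart from a difference between control cultures. A difference between cultures that was there before the stimulation was examined through the time available. If transcription had stopped at the start of the stimulation, the falls of the 36 lower genes past the threshold would need half-lives no longer than a limit that was 27.9 min for the gene with the largest fall and had a median of 54.9 min, and 13 of them would need less than 50 min. No half-lives were used here, so this value does not decide between the explanations. A fall in interferon signalling after LIPUS may be the cause, but it remains a hypothesis beside these.

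Signal also appeared in 9 immediate early genes that the paper does not name. Arc, Dusp5, Fosb, Gadd45b, Ier3, Ier5, Phlda1 and Zfp36 were higher after LIPUS and Rhob was lower. The median log2 fold change of the 37 tested genes of the list was 0.61, and it was 0.28 over the 26 that the paper does not name. In both cases 0 of 10000 matched random lists were as high. Random lists matched also on GC content reached 0.12, and those matched also on exonic length reached 0.11. A scaling common to all genes would move the list and its matched random lists, which lay between -0.06 and 0.10, alike. It would not by itself set the list apart from them. Normalisation between the groups already sets the median over all tested genes (0.00433) near 0. The position of the random lists around 0 is therefore no test of scaling. Induction of immediate early genes within 50 min of the start of LIPUS is a candidate explanation that these tests leave standing. Spread between cultures was not tested for this list, and Fig. 2e of the paper shows LIPUS_1 with lower values than LIPUS_2 and LIPUS_3 for several Egr genes, so the pattern is not called biological.

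Cholesterol synthesis genes, for which the paper lists annotation terms but names no gene, were lower after LIPUS as a group, with a median log2 fold change of -0.35 over 25 tested genes and 0 of 10000 matched random lists as low. Of these genes, 22 were lower, and Fdps and Hmgcs1 were among those that passed the q-value threshold. Random lists matched also on GC content reached -0.13 at their lower end, and those matched also on exonic length reached -0.14. Centring on the median of all tested genes gave -0.36, but that median is so close to 0 that the step could not change the result and says nothing about scaling. The random lists, which a common scaling would move as well, lay between -0.13 and 0.13. Reduced transcription of the sterol pathway may be the cause, but not every gene of the list was lower. Spread between cultures was not tested for these genes, so a difference between cultures remains possible and the pattern is not called biological.

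AC144852.1 had an FPKM of 1122 in LIPUS-treated cells in the authors' deposited table and is listed at 0 in control cells, without a test. It is annotated from 127290829 to 127293753 on chromosome 10, inside the locus of Ddit3 (127290774 to 127296288), whose FPKM of 21.2 after LIPUS and 19.6 in control cells in the authors' deposited table differed little (p = 0.810 in the authors' deposited table). Its exonic length is 105 bp, against a median of 3749 bp and a 2.5 percentile of 483 bp over the expressed genes. FPKM divides by the length that fragments can cover, so a short transcript is a candidate explanation. In all, 20 genes were listed at 0 in one group and at 10 or more in the other, with lengths from 105 to 168 bp. Of these, 2 were tested by Cuffdiff, and whether the values of 0 are failed estimates was not tested. There were 13 at 0 in LIPUS-treated cells and 7 in control cells. No biological explanation was tested for them.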

How the results depend on the processing

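The thresholds, the gene lists used in these alternatives and 78 of the 84 alternative values were set before the data were examined. The 6 others and the actin cytoskeleton, Nrf2 target and heat shock tests were chosen after seeing the data. Over 16 results, 66 alternative values kept the direction and the side of the threshold or stayed within 1.5 times the count, 3 became weaker, 15 moved, and 0 reversed or became stronger.

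The number of genes past the threshold depended on the adjustment. With Benjamini-Yekutieli adjustment it was 105 genes, 52 higher and 53 lower, and with the Bonferroni method 0 genes, 0 higher and 0 lower, against 759 at an unadjusted p under 0.05. The Bonferroni count follows from the smallest p-value of the table, which gives 0.407 after multiplication by the number of tests. No gene could have passed, whatever its change. The genes kept by the Benjamini-Yekutieli method are those that share this smallest p-value. Neither count therefore measures how strong the calls are. Requiring an absolute log2 fold change of at least 1 left 48 genes, 26 higher and 22 lower. With p-values taken from the normal tails of the deposited test statistic, an alternative chosen after seeing the data, 9 genes passed, 6 higher and 3 lower, and the cause was not tested. Thresholds of 0.01 and 0.1 gave 124 and 213 genes, a minimum FPKM of 10 gave 178, and counting the untested expressed genes at a p of 1, also chosen after seeing the data, gave 152.

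The share of Secreted genes lower with LIPUS was 31.25% among genes with an FPKM of at least 10, where Fisher's exact test gave p = 0.0500. That value lies at the threshold, but Dmp1, the gene left out, was counted among the other genes. What the p-value would be without it was not computed. For the bone-related genes, 4 passed an unadjusted p of 0.05 and 1 passed a q-value threshold of 0.01. For the Table 2 target genes, 2 passed an unadjusted p of 0.05. The median log2 fold change of these targets was inside the range of random lists once untested genes were included with a pseudocount. It was 0.0609 with a pseudocount of 1 and 0.0787 with a pseudocount of 0.1.

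The medians of the interferon-stimulated, immediate early, cholesterol synthesis, YAP target and TGF-β response genes stayed outside the range of their random lists under every alternative run. The count of neighbours also stayed above its range, from 14 at a q-value threshold of 0.01 to 49 at a distance of 500 kb, although these counts lay just above upper ends of 13 and 48. The YAP target and TGF-β response genes were close to the edge of their ranges once the genes that the paper names were left out. Some settings cannot move a result and show no stability. A minimum FPKM of 1 removes no tested gene, a q-value under 0.05 holds for all genes of the Fig. 2e categories, and the Transcription and Secreted lists of Table 1 and Fig. 2e are the same. Centring on the overall median of 0.00433 cannot turn genes whose absolute log2 fold change is at least 0.48. A minimum FPKM of 10 keeps all 20 Immunity genes and all 17 tested YAP target genes. The paper names none of the 25 tested cholesterol synthesis genes, so leaving out named genes changes nothing. These settings are counted among the 66 values that stayed the same.

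No paired analysis was possible because the deposited table has a single value per group and no value of any library. For the same reason leaving out a replicate, a replicate block and other splits of the samples were not run. The recomputed q-values and the list medians under the main settings cover only the genes that Cuffdiff tested and leave out 8331 other expressed genes. Genes without a test were included in the alternatives with a pseudocount and among the FPKM values described for single genes. The part that sequencing depth plays in which genes were tested was not examined.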

Differences from the paper's values

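No value that the paper states and that was computed here differed by more than 1.5 times under the main settings, including the number of genes, the directions of the categories and the FPKM of Table 2.

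The paper states that Cst3 is the most abundantly expressed gene in MLO-Y4 cells, while 186 genes had a higher FPKM in control cells and 156 in LIPUS-treated cells. The paper describes the Immunity genes chosen for qPCR as taken from those with the smallest q-value. Of the 6 genes marked in Table 1, 3 had larger recomputed q-values, 0.00985 for C1rb, 0.0217 for Hp and 0.0261 for C1s2. The paper describes the target genes with an FPKM above 10 as those in bold type in Table 2. Cenpu, with an FPKM of 15.7 in control cells in the authors' deposited table, is not in bold type, and the bold type marks 10 different genes against 11 above 10.

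The paper describes the reactivity of the Transcription genes as similar in MLO-Y4 cells and zebrafish fin rays. In Fig. 3b, FoxQ1, Helz, NFATc1 and Snai2 are higher with LIPUS in zebrafish where a significant difference is marked, while in the authors' deposited table of MLO-Y4 cells Foxq1 (log2 fold change -1.79), Helz2 (-0.73), Nfatc1 (-0.64) and Snai2 (-1.54) were lower. Cited2, which the paper reports as reduced in the fin rays, was also lower in MLO-Y4 cells (-0.70). How many of the 10 responding genes share their direction in both is not given here. The other zebrafish directions were read from the figure, and the direction of single genes was not part of the alternative settings.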

Other observations

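The tests of the actin cytoskeleton, Nrf2 target and heat shock genes, and of the scaling of all genes, were chosen only after the result was seen.

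The genes past the threshold were short. The median length of their annotated gene bodies was 12312 bp, below the range of 15648 to 24163 bp of random lists matched on mean FPKM, and 1 of 10000 lists was as low. Their median GC content of 51.6% was above the range of 48.7 to 51.3% of such lists. GC content therefore remains as an explanation for which genes were called. A length bias that comes from the number of reads favours long transcripts, whereas these genes were short, and gene bodies include introns, so the length test does not show such a bias. A scaling of all genes is not tested by the median log2 fold change of 0.00433 over all tested genes, since normalisation between the groups already sets it near 0. A single factor for all genes would not by itself give changes in both directions, and 93 genes were higher and 86 lower. Low expression could not be examined, since 0 tested genes had an FPKM under 1 in both groups. The higher genes alone had a median gene body of 9055 bp, below their range of 13345 to 24495 bp, while the lower genes had 18846 bp, inside their range of 15460 to 28333 bp. The time to transcribe a long gene may limit which genes can rise within 50 min, and this split is consistent with that hypothesis. Without the members of the immediate early and interferon-stimulated lists, the median was 13191 bp, still below the range of 15307 to 26104 bp. The listed genes alone therefore do not explain the short median. The lists may not hold every gene of these kinds, so a part played by unlisted ones is not excluded. The difference in length between higher and lower genes was not itself tested.

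Genes regulated by YAP had a median log2 fold change of 0.22 over 17 tested genes, and 12 of 10000 matched random lists were as high. Genes that respond to TGF-β had a median of 0.17 over 26 tested genes, with 21 of 10000 lists as high. Without the genes that the paper names, the medians were 0.16 and 0.14, with 242 and 223 lists as high. No technical explanation was tested for these lists.

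Myl9 and Acta2, past the threshold and not named by the paper, encode parts of the actin cytoskeleton. In a list of 23 genes of the actin cytoskeleton, 19 were tested and 4 were higher past the threshold. The 15 that did not pass it had a median log2 fold change of 0.23, above the range of -0.06 to 0.15 of matched random lists, with 8 of 10000 as high. A response of the whole gene group is a candidate explanation, chosen on the same data. The same test gave 0.0396 for the Nrf2 target genes and 0.0219 for the heat shock genes, both inside their ranges, although 3 genes of each list passed the threshold. Leaving out the genes past the threshold removes the largest changes, and over all tested genes the medians were 0.16 for the 19 Nrf2 target genes and 0.06 for the 18 heat shock genes. No range of random lists was computed for these whole lists, so a response of either group is not excluded. A difference between cultures could not be told apart from an effect of the treatment for any of these lists.

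The largest groups of neighbouring genes past the threshold held 4 genes each, Gbp7, Gbp3, Gbp2b and Gbp2 between 142530342 and 142638008 on chromosome 3, and the Oas genes on chromosome 5, all lower after LIPUS.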
